A study of Oryza sativa Japonica Group and Oryza sativa Indica Group with 27 samples. Its data were reported in "A simple optimization can improve the performance of single feature polymorphism detection by Affymetrix expression arrays" (2010).

How the data were processed

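Shoot RNA and genomic DNA (gDNA) of the rice cultivars Nipponbare and 93-11 were measured on 27 Affymetrix Rice Genome Arrays. The groups follow the sample labels: shoot RNA with 5 arrays per cultivar, gDNA at 5 µg with 4 arrays per cultivar, gDNA at 40 µg with 4 arrays per cultivar, and a single Nipponbare gDNA array at 1 µg, which entered no test. Per the labels, shoots came from plants 3 to 4 weeks old and 3 µg of RNA was labelled, while gDNA was amplified and labelled from 300 ng. The authors deposited 1 linear intensity per probe set, made with GCOS 1.3 according to the submitters' notes. How they summarised the probes of a probe set is not stated, the deposited intensities are not scaled between arrays, and the table holds no perfect match or mismatch values and no detection calls.

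Of 57381 probe sets, 57194 were tested. Left out were 123 AFFX controls and 64 reporter probe sets, the latter not named in the plan. Values under 1 were set to 1, which concerned 1.35% to 6.39% of values on shoot arrays and 0.161% to 0.446% at 5 µg, and log2 was taken. The plan chose between scalings by a rule on the trimmed mean from the 2nd to the 98th percentile, under which shoot arrays were quantile normalized and gDNA arrays shifted to a common median. Background was the 95th percentile of the reporter probe sets on each array, a choice made after the data were seen. For a gene at or below background on all arrays of a group, the bound on its fold sets the mean of the other group against that background. Where only some arrays of the dim group were at background, a fold with those arrays raised to it was computed after the first results were seen, and is given where it differs much. The control groups were tested on values without scaling, and with arrays shifted to a common median. Precision was limited by 4 or 5 arrays per group and by dim signal. Within groups, correlations between arrays ran from 0.919 to 0.943 for shoots and from 0.872 to 0.952 for gDNA.

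Comparisons, tests, most alternatives and the subjects of the lists were fixed before the data were examined. Each probe set was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. Fits were made for cultivar in shoots, at 5 µg and at 40 µg, for amount in each cultivar, and for the interaction of cultivar and amount over 16 gDNA arrays. Overlaps of calls were set beside the product of their shares and tested with Fisher's exact test. The spread per array and the control groups were compared with exact two-sided permutation tests over all splits, adjusted by Benjamini-Hochberg. Calls were permuted 100000 times over the order of measured genes to test neighbouring genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

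Gene names came from a table pairing probe sets of this array with genes, and symbols and gene order from RefSeq annotation. Of the tested probe sets, 22436 had 1 gene, 95 had several and 34663 had none listed, and 17905 genes were measured, 2451 of them with a symbol beyond a locus number. The table holds no gene descriptions, so the planned lists were rewritten as patterns on symbols, after the gene tables but before any result per gene or list was seen. Among planned lists, resistance genes of the NBS-LRR type, transposable elements, F-box proteins, glutathione transferases as a list, senescence genes, receptor kinases and organelle-encoded genes could not be matched. The 30 lists cover photosynthesis, starch and sucrose, ribosomal proteins, heat shock, chitinases and other defence proteins, phytoalexins, cytochrome P450, beta-glucosidases, jasmonate, auxin, cytokinin, gibberellin and brassinosteroid, PP2C phosphatases, calcium signalling, aquaporins, potassium, phosphate and nitrogen transport, iron and metal transport, cell wall, expansins, cell cycle, kinesins, histones, circadian and flowering genes, WRKY, NAC and bZIP factors, thioredoxins with glutaredoxins and peroxidases, loci known to differ between japonica and indica, and markers of root, panicle (MADS), seed and meristem. Each gene counted once, through its brightest probe set, and lists of at least 5 genes were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation.

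Genes were named by rule: an adjusted p under 0.05, no overlap between the arrays of the groups, a mean above the median of the comparison and exactly 1 gene. The 12 largest rises and 12 largest falls were taken per cultivar comparison and 5 each per amount comparison, and from each list 2 to 4 called members with the largest change. Because many genes have only a locus number, 6 genes with a symbol were added each way, a step decided before the values were seen. Since the ranking takes the probe set with the largest change and the lists the brightest, a gene can appear with different probe sets.

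The replicate numbers were checked for pairing by correlating deviations from group means. At 40 µg same-numbered arrays of the cultivars correlated at 0.12 to 0.403, all above 0.1, so those numbers pair the arrays. The labels do not say what they share. The pipeline was tested on simulated data in which 100 probe sets each were changed by log2 1 and 2 in arrays of the real design. It recovered 53 and 83 of them in shoots, 49 and 96 at 5 µg and 69 and 99 at 40 µg, with 6, 3 and 8 other calls. The changed probe sets were drawn only from those at or above the median mean value, so recovery of dimmer ones was not tested. Simulated noise was independent between arrays and carried no pairing.

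Alternatives covered scaling (quantile, common median, none), an offset of 16 before log2, eBayes without trend, limma array weights, the replicate number as a block, probe sets above the median mean value, probe sets without the _s_at and _x_at suffixes, the t-test and the SAM statistic of the study's methods, all gDNA arrays sharing a spread, the mean of a gene's probe sets, a log10 level of 2.5 for shoots, and each array left out in turn. Settings without normalization were added after the data were seen. Shares per chromosome were not computed, since the gene table follows another assembly (ASM3414082v1) than the Nipponbare genome in which the study searched the probes, and was used only for names and neighbours. Polymorphisms within single probes were not analysed here, because the table holds no values per probe.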

Results

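Labelled material of 2 rice cultivars, japonica Nipponbare and indica 93-11, was hybridized to the Affymetrix Rice Genome Array, an expression array whose probes were drawn mostly from japonica transcripts. The data consist of 27 arrays with 1 intensity for each of 57381 probe sets. Shoot RNA of plants 3 to 4 weeks old was hybridized from 5 samples of each cultivar. Genomic DNA (gDNA) was randomly amplified and labelled, and 5 µg or 40 µg of the product was hybridized to 4 arrays of each cultivar, with 1 further Nipponbare array at 1 µg. Median intensities per array ran from 22.97 to 52.94 in Nipponbare shoots and from 18.23 to 32.57 in 93-11 shoots. They ran from 51.1 to 88.8 and from 49.4 to 90.6 at 5 µg, and from 576.9 to 979.4 and from 594.2 to 731.3 at 40 µg. The share of probe sets above background was 57.2% ± 4.23 (SD, n = 5) in Nipponbare and 49.6% ± 1.56 (SD, n = 5) in 93-11 shoots. It was 72.3% ± 5.94 and 63.7% ± 6.48 at 5 µg, and 62.0% ± 3.69 and 55.5% ± 4.96 at 40 µg (SD, n = 4 each). Fold changes below come from the limma fits with their Benjamini-Hochberg adjusted p, and errors beside log2 levels are SDs. The sample titles call the shoot replicates biological, and the study's methods speak of biological replicates for gDNA as well.

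The shoot arrays asked which transcripts differ between the cultivars. Among named genes, the haemoglobin genes NSHB2 and NSHB1 were higher in 93-11. NSHB2 stood at 9.62 ± 0.73 against 3.92 ± 0.17 on the log2 scale (n = 5), at least 41.9-fold (adjusted p = 1.28e-08), and NSHB1 was 37.9-fold higher (adjusted p = 4.51e-06) with 4 of 5 Nipponbare arrays at background, or 19.3-fold with those arrays raised to background. OsWOX11, a homeobox factor known from crown root formation, was 30.6-fold higher (11.52 ± 0.51 against 6.59 ± 0.58, adjusted p = 3.6e-08). BHLH172, a basic helix-loop-helix factor, was 32.3-fold higher (adjusted p = 3.54e-08), and METK3, an S-adenosylmethionine synthase, 17.7-fold (adjusted p = 5.11e-09). The phosphatase OsPP2C62 was at least 10.1-fold higher (adjusted p = 4.43e-08).

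Lower in 93-11 shoots were BURP17 by at least 312.2-fold (13.08 ± 0.07 in Nipponbare, at background on all 5 arrays of 93-11, adjusted p = 1.87e-08) and the zinc finger gene OsC3H40 by at least 59.0-fold (adjusted p = 1.71e-07). AldC-1 was lower by at least 15.4-fold (adjusted p = 7.36e-07), although another of its probe sets was called higher. The jasmonate repressor gene OsTIFY11a was 156.4-fold lower (adjusted p = 1.05e-06), with 3 of 5 arrays of 93-11 at background. The small heat shock protein gene HSP18.1 was 121.9-fold lower (adjusted p = 7.64e-05) and the chitinase gene Cht4 110.5-fold lower (adjusted p = 5.76e-09), each with 4 of 5 arrays of 93-11 at background. With the arrays at background raised to it, the differences were 28.3-fold for HSP18.1 (another probe set of it is given with the heat shock genes), 74.3-fold for Cht4 and 123.4-fold for OsTIFY11a. Here "at least" marks a gene at or below background on all arrays of the lower group, and the bound sets the bright group against the background level.

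Further large differences lay in genes known here only by a locus number. LOC4329759 was at least 263.8-fold higher in 93-11 (adjusted p = 2.12e-11), LOC4329444 at least 182-fold and LOC4327118 at least 169-fold. LOC4341377 was at least 196.5-fold lower (adjusted p = 1.74e-11), LOC4326061 at least 187-fold and LOC4326058 at least 161-fold. Except for LOC4329759 these were also called in gDNA at 5 µg in the same direction, as were OsC3H40, AldC-1 and OsPP2C62. NSHB2, NSHB1, OsWOX11, METK3, BHLH172, OsTIFY11a and HSP18.1 were not. Other probe sets of LOC4329444, LOC4333210, LOC4350802, LOC4324010 and LOC4337923 were called lower in 93-11 shoots, while the named probe set was called higher. The remaining loci named by the rule were LOC4351117, LOC4327401, LOC4346960, LOC4340083 and LOC4342716 on the higher side and LOC4333427, LOC4349197, LOC4328727, LOC4345311, LOC4326922, LOC4349255, LOC4339507 and LOC4348043 on the lower side. In every gene named in these paragraphs the arrays of the cultivars did not overlap, which was a condition for being named.

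In all, 7383 probe sets were higher and 6296 lower in 93-11 shoots (adjusted p under 0.05), of 57194 tested. At least 2-fold, 3351 were higher and 4471 lower. The arrays of the cultivars did not overlap in 19.2% of probe sets, where chance gives 0.794%. The split depended on scaling: without normalization, which moved the median of all probe sets by -0.36, 1374 were higher and 6398 lower. Restricted to probe sets with a log10 level above 2.5 in both cultivars, 3081 were higher and 1688 lower of 10757.

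Over all 17905 measured genes, each through its brightest probe set, 18.34% were lower and 21.04% higher in 93-11 shoots. The shoot list counts below are to be read beside these shares. In the list of TIFY and jasmonate synthesis genes, 15 of 36 were lower in 93-11 shoots, 2 higher and 19 not called, or 16 lower and 2 higher adjusted over the list alone. The largest changes were in genes of JAZ proteins, which repress the jasmonate response: OsTIFY11a as above, JAZ13 (53.7-fold, 12.78 ± 0.56 to 7.03 ± 1.05), JAZ10 (23.3-fold) and JAZ11 (9.84-fold). The list median was -0.81 and its camera test gave an adjusted p = 0.0162, and adjusted p = 0.82 with an estimated correlation. Of 18 chitinases and other defence proteins, 7 were lower, 1 higher and 10 not called, or 10 lower and 1 higher adjusted over the list alone (adjusted p = 0.042; adjusted p = 0.55 with an estimated correlation). PBZ1, a pathogenesis-related protein of class PR10, was 8.83-fold lower and Cht10 was 3.68-fold lower, while Cht9 was 6.56-fold higher (adjusted p = 0.00532). Of 34 kinesins, the microtubule motors, 9 were lower, none higher and 25 not called, or 14 lower adjusted over the list alone (adjusted p = 0.042; adjusted p = 0.82 with an estimated correlation). KIN14R was 6.19-fold lower (adjusted p = 3.97e-08) and KIN14L 1.56-fold lower.

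The kinesin call ended with arrays shifted to a common median (adjusted p = 0.125), without normalization (adjusted p = 0.189) and with an offset of 16 (adjusted p = 0.0735). The chitinase call ended without normalization (adjusted p = 0.0614), with that offset (adjusted p = 0.0735) and with the replicate number as a block (adjusted p = 0.0517). The number of lists called lower was 1 without Nipponbare replicate 2, Nipponbare replicate 4 or 93-11 replicate 5 and 5 without Nipponbare replicate 5 or 93-11 replicate 3.

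Among WRKY, NAC and bZIP transcription factors 11 of 32 were lower, 3 higher and 18 not called (12 and 5 adjusted over the list alone; adjusted p = 0.063). OsWRKY24 was at least 7.58-fold lower (adjusted p = 2.3e-06), OsWRKY71 13.2-fold, NAC067 7.74-fold and WRKY51 7.38-fold. With arrays shifted to a common median this list passed (adjusted p = 0.0233). Of 77 calcium signalling genes 23 were lower, 13 higher and 41 not called (26 and 15 adjusted over the list alone; adjusted p = 0.247). The calmodulin-like genes CML31 (at least 12.2-fold, adjusted p = 0.000147) and CML15 (37.0-fold, or 19.8-fold with 3 of 5 arrays of 93-11 raised to background) and the kinase gene CIPK25 (8.69-fold, adjusted p = 1.1e-08) were lower. Among thioredoxins, glutaredoxins and peroxidases 12 of 53 were lower and 10 higher (12 each adjusted over the list alone; adjusted p = 0.577). The ascorbate peroxidase gene APX5 was 33.3-fold lower (adjusted p = 5.31e-09), or 20.03-fold with 4 of 5 arrays of 93-11 raised to background, and GRXS1 8.78-fold.

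**Figure D1:**
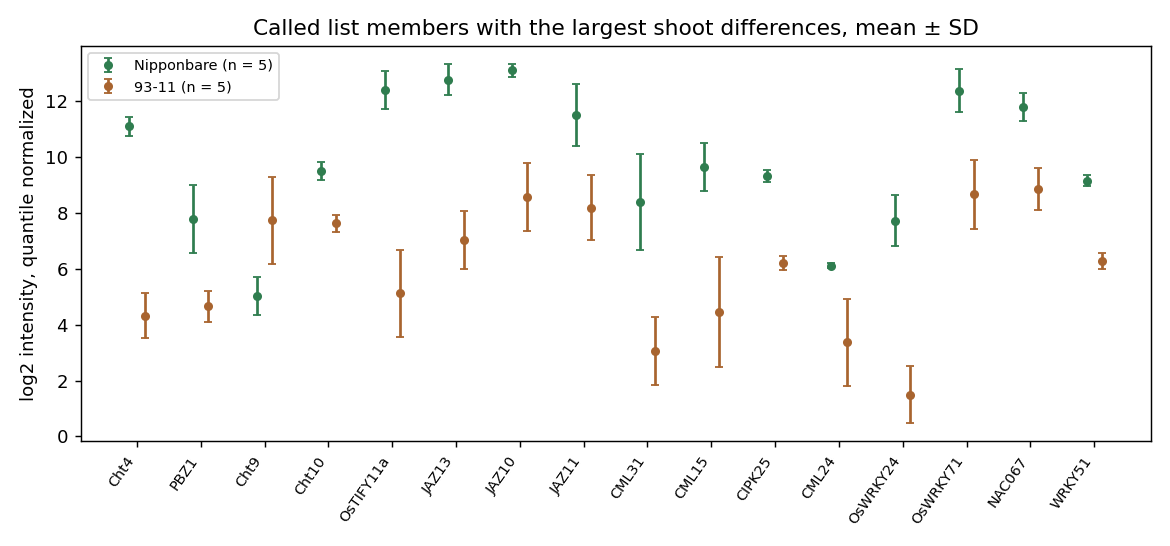
Mean log2 level, quantile normalized, of 16 called genes from 4 lists in Nipponbare and 93-11 shoots, with SD over 5 arrays per cultivar as error bars. Of the 16, only Cht9 was higher in 93-11, by 6.56-fold, while OsTIFY11a was 156.4-fold lower.

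Heat shock genes went both ways, with 12 of 51 lower and 6 higher (13 and 10 adjusted over the list alone; adjusted p = 0.588). HSP18.0 was 8.68-fold lower and HSP18.1, in its brightest probe set with no array at background, was lower by a log2 difference of -3.70 (adjusted p = 0.000223), while ARD1, which enters this list through heat shock factor synonyms, was 16.5-fold higher. Among PP2C phosphatases 15 of 55 were lower and 12 higher (16 and 12 adjusted over the list alone), with OsPP2C29 lower by 11.4-fold, and here the median was 0.04 but the mean -0.22 and the test pointed down (adjusted p = 0.524). Of 58 auxin genes 15 were higher and 13 lower (15 and 16 adjusted over the list alone; adjusted p = 0.578). IAA2 was 3.99-fold higher and GH3.9, of the family of enzymes that conjugate auxin, 4.31-fold higher, while GH3.1 was 4.24-fold lower. Of 29 cytokinin genes 6 were higher and 9 lower (7 and 9 adjusted over the list alone; adjusted p = 0.588), with LOGL1 4.97-fold higher and the cytokinin oxidase CKX3 4.57-fold lower. Of 12 gibberellin and brassinosteroid genes 2 were higher and 3 lower (3 each adjusted over the list alone; adjusted p = 0.588), with BZR1 lower by 1.86-fold. The cytochrome P450 list had 3 of 29 higher and 4 lower (the same numbers adjusted over the list alone; adjusted p = 0.74), with ABA8OX2, of abscisic acid breakdown, 3.74-fold higher. In diterpenoid phytoalexin synthesis 2 of 15 were lower and none higher, also adjusted over the list alone (adjusted p = 0.757), CYP76M8 among them (3.62-fold, or 1.60-fold with 4 of 5 arrays of 93-11 raised to background).

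Cell wall genes had 16 of 41 lower and 4 higher (18 and 5 adjusted over the list alone; adjusted p = 0.0964), with OsTBL11 8.93-fold lower and CSLC2 3.18-fold higher. Among expansins, the cell wall loosening proteins, 8 of 29 were lower and 4 higher (9 and 5 adjusted over the list alone; adjusted p = 0.402). EXLA1 was 9.69-fold higher and EXPB11 5.99-fold lower. Among beta-glucosidases 10 of 27 were lower and 4 higher (11 and 4 adjusted over the list alone; adjusted p = 0.452), with BGLU19 at least 3.80-fold lower. Cell cycle and replication genes had 11 of 61 lower and 9 higher (14 and 10 adjusted over the list alone; adjusted p = 0.452), with CYCD5-3 3.04-fold lower. The single called histone gene of 5, H2B.10, was 1.52-fold lower (adjusted p = 0.452 for the list). Of 22 photosynthesis and chlorophyll genes 5 were lower and 4 higher (9 and 5 adjusted over the list alone; adjusted p = 0.452), with LOC4334338 4.25-fold higher and CHLP 1.76-fold lower. Of 26 starch and sucrose genes 5 were higher and 1 lower (8 and 2 adjusted over the list alone; adjusted p = 0.452), with the sucrose-phosphate synthase OsSPS1 1.58-fold higher. Cytosolic ribosomal proteins had 3 of 24 higher and 1 lower, also adjusted over the list alone (adjusted p = 0.32). That list passed with arrays shifted to a common median (adjusted p = 0.00393).

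Of 42 iron and metal transport genes 9 were lower and 3 higher, also adjusted over the list alone (adjusted p = 0.316). HMA2 was at least 7.39-fold lower, with 1 of 5 Nipponbare arrays at background, and osysl15, an iron transporter, 5.22-fold lower. Of 44 potassium, phosphate and nitrogen transporters 5 were lower and 1 higher (4 and 1 adjusted over the list alone; adjusted p = 0.524), with the potassium transporter HAK4 5.25-fold lower. Of 25 aquaporins, the water channels, 7 were higher and 3 lower (7 and 5 adjusted over the list alone; adjusted p = 0.826), with OsPIP2;5 4.37-fold and OsTIP4;1 4.16-fold higher. Circadian and flowering genes had 4 of 16 higher and 3 lower, also adjusted over the list alone (adjusted p = 0.74), with OsPRR1 2.04-fold higher. The 3 measured loci known to differ between japonica and indica, GBSS-I, Hd1 and C20ox2, were not called, with Hd1 at a log2 difference of -0.69 (adjusted p = 0.215). GBSS-I, in its brightest probe set, was at background on 2 of 5 Nipponbare and 3 of 5 93-11 arrays. Hd1 was at background on 3 of 5 arrays of 93-11, so for both a missing call says little. Without normalization the calls of OsSPS1, OsPRR1 and H2B.10 ended, and H2B.10 also with arrays shifted to a common median.

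Markers of other tissues were set beside these groups. Of 9 root markers 3 were lower in 93-11, none higher and 6 not called (4 lower adjusted over the list alone; adjusted p = 0.063). On all arrays, 7 were above background in Nipponbare and 5 in 93-11, with median intensities of 211 and 40.8. Such values cannot tell root tissue in the samples from expression of these genes in the shoot itself. NAS3 was 1.86-fold and the silicon channel Lsi6 1.74-fold lower. They went in the direction of the jasmonate, chitinase and iron transport groups, and share the nicotianamine synthases and YSL15 with the last. With arrays shifted to a common median the root list passed (adjusted p = 0.0338). Of 31 MADS genes, markers of the panicle, 8 were higher and 2 lower, also adjusted over the list alone (adjusted p = 0.452). FDRMADS8 was 3.23-fold higher and MADS20 at least 4.50-fold lower, and 12 and 10 were above background on all arrays of Nipponbare and of 93-11. Of 15 seed storage genes 1 was higher and none lower, also adjusted over the list alone (adjusted p = 0.826). Of 23 meristem genes 5 were higher and 5 lower (5 and 6 adjusted over the list alone; adjusted p = 0.757), among them OsWOX6 (11.7-fold higher) and OsYAB7 (6.61-fold higher). With an estimated correlation no list was called.

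The gDNA arrays at 5 µg asked which probe sets give less signal with the genome of 93-11, for which most probes were not designed. HSP81-3, a member of the HSP90 family, was 2.91-fold lower in 93-11 (6.50 ± 0.29 against 8.05 ± 0.08, n = 4, adjusted p = 1.86e-05), and EIN2, of ethylene signalling, was 2.78-fold lower with 3 of 4 arrays of 93-11 at background (adjusted p = 0.000706). LOC4333427 was at least 4.10-fold lower (adjusted p = 1.95e-06) and LOC9268613 5.45-fold lower (9.16 ± 0.13 to 6.71 ± 0.23, adjusted p = 1.92e-07). On the higher side, LOC4340212 was 5.43-fold higher in 93-11 (8.25 ± 0.16 against 5.81 ± 0.27, adjusted p = 1.02e-06), LOC4340549 4.43-fold (adjusted p = 2.37e-07) and OsC3H27 3.70-fold (adjusted p = 4.82e-05). APX5 was 3.39-fold higher in gDNA (adjusted p = 8.06e-05), although it was lower in shoots, and the same held for LOC4340549. Among further named genes OsUAM3 (1.88-fold), LAC24 (1.84-fold), CIGR1 (1.77-fold) and CC-1 (1.74-fold) were lower, while ASP1 (2.72-fold), HIRL2 (1.96-fold), bip104 (1.89-fold) and TOM20 (1.79-fold), a receptor of mitochondrial protein import, were higher. The calls of TOM20, OsUAM3, LAC24 and CC-1 were each lost when some single array was left out (adjusted p up to 0.0642, 0.055, 0.0781 and 0.103), and without normalization so were those of all 8 genes of the sentence before except ASP1.

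In all, 3028 probe sets were lower and 1377 higher in 93-11 gDNA at 5 µg, and 2353 and 386 by at least 2-fold. In 14.5% of probe sets the arrays of the cultivars did not overlap, where chance gives 2.86%. Among probe sets above the median mean value the balance turned, with 1070 lower and 1131 higher. Without normalization, which moved the median of all probe sets by -0.26, 2601 were lower and 199 higher. The number higher was 910 without Nipponbare replicate 2, 802 without 93-11 replicate 2 and 822 without 93-11 replicate 3.

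No gene list was called in gDNA at 5 µg among 29 tested, the lowest adjusted p being 0.273, shared by MADS genes, aquaporins, histones and cell cycle genes, and each list had an adjusted p = 0.995 with an estimated correlation. Over all measured genes 2.742% were lower and 2.418% higher. Of 31 MADS genes 2 were higher and 1 lower, MADS20 by at least 1.78-fold, and adjusted over the list alone 4 and 1. Of 25 aquaporins 2 were lower (2 adjusted over the list alone) and none higher. The test sets a list against all other genes (median 0.14). It pointed down, with a median above 0 and a mean below it, for chitinases (0.01 and -0.15), phytoalexin synthesis (0.08 and -0.36), cytochrome P450 genes (0.07 and -0.06) and expansins (0.01 and -0.05), and with both above 0 for photosynthesis, auxin, cytokinin, PP2C, both transport lists and root markers. The beta-glucosidase BGLU19 was 3.70-fold and the cellulose synthase CESA9 2.67-fold lower, or 2.31-fold and 1.75-fold with 3 of 4 arrays of 93-11 each raised to background, and the kinesin KIN10B 1.72-fold lower (adjusted p = 0.0015). AOS3, an allene oxide synthase of jasmonate synthesis, was 3.20-fold higher (adjusted p = 0.000258), with 3 of 4 Nipponbare arrays at background.

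**Figure D2:**
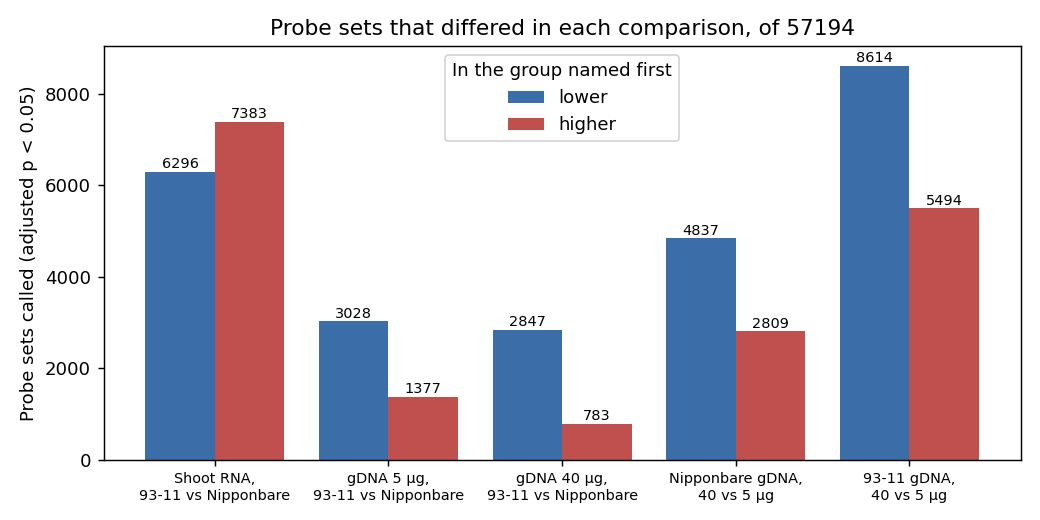
Number of probe sets lower and higher in each of 5 comparisons at an adjusted p under 0.05, of 57194 tested, as bars from 0. In 93-11 against Nipponbare the lower bar is the longer one in gDNA at 5 µg (3028 against 1377) and 40 µg (2847 against 783), and the higher bar in shoots (7383 against 6296).

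At 40 µg, asked to see whether more product brings out the same differences, the comparison gave 2847 probe sets lower and 783 higher in 93-11, and 1883 and 258 by at least 2-fold. HSP81-3 was 2.07-fold lower (9.97 ± 0.02 against 11.01 ± 0.09, n = 4, adjusted p = 2.16e-05). The beta-glucosidases BGLU19 and BGLU36 were 2.22-fold and 2.14-fold lower with 2 and 3 of 4 arrays of 93-11 at background, OsPRDA1 2.09-fold lower and ACLA-2, an ATP-citrate lyase subunit, 1.91-fold lower. LOC4351044 was at least 3.27-fold lower (adjusted p = 1.78e-05), LOC4339505 at least 2.86-fold and LOC9271299 at least 2.72-fold. LOC4340211, LOC4340212 and LOC4340213, neighbouring measured genes, were 3.38-fold, 3.90-fold and 3.12-fold higher (adjusted p = 5.12e-06, 3.14e-05 and 0.000231). APX5 was 2.49-fold, OsC3H27 2.44-fold and AOS3 2.08-fold higher, PRMT7, a protein arginine methyltransferase, 1.58-fold, and COI1, the jasmonate receptor, 1.69-fold with 3 of 4 Nipponbare arrays at background. Without normalization AOS3 (adjusted p = 0.0986), PRMT7 (adjusted p = 0.416) and COI1 (adjusted p = 0.414) were not called. No list was called (29 tested, lowest adjusted p = 0.981). The test pointed down, with a median above 0 and a mean below it, for chitinases (0.03 and -0.16), aquaporins (0.13 and -0.11), cytochrome P450 genes (0.08 and -0.06), beta-glucosidases (0.08 and -0.04), root markers (0.09 and -0.08) and MADS genes (0.01 and -0.06), and with both above 0 for heat shock, circadian, seed storage and meristem genes. The arrays of the cultivars did not overlap in 12.3% of probe sets, where chance gives 2.86%. Without normalization 2767 were lower and 202 higher (median moved by -0.20), and among probe sets above the median mean value 1029 and 529.

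Most calls on the lower side were shared between the amounts, and fewer on the higher side. Of the probe sets lower at 5 µg, 2034 were lower at 40 µg too (67.2%), where independent calls would share 150.7, and 424 of those higher at 5 µg were higher at both (30.8%; 18.9 by chance), while none was called in opposite directions. Among the 2034, the median log2 difference was -2.16 at 5 µg and -1.64 at 40 µg. Across probe sets, which are not independent replicates, the log2 differences at 5 and 40 µg had a Pearson correlation of 0.736 and a Spearman correlation of 0.434. A test of the interaction called 48 probe sets, 20 lower and 28 higher. For the interaction, these words give the sign of the log2 difference at 40 µg minus that at 5 µg, not the direction in 93-11. In 42 of the 48 the absolute difference was smaller at 40 µg. LOC4340549 was among them (4.43-fold at 5 µg, 2.49-fold at 40 µg, adjusted p = 0.04), as were LOC4329444, LOC9268478, LOC4348591 and LOC4335345. In LOC4329559 and LOC4343029 the difference was larger at 40 µg, where both were lower in 93-11. Scaling moved this split, to 6 lower and 10 higher with quantile normalization, 0 and 8 without normalization and 101 and 18 with an offset of 16.

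The counts of the interaction rested on single arrays. The number lower was 11 without Nipponbare 40 µg replicate 1, 13 without Nipponbare 40 µg replicate 3 or Nipponbare 5 µg replicate 2, 8 without 93-11 40 µg replicate 1 and 10 without 93-11 40 µg replicate 3. The number higher was 18 and 17 without Nipponbare 40 µg replicates 1 and 3, 17 and 16 without Nipponbare 5 µg replicates 1 and 2, 13 and 16 without 93-11 40 µg replicates 1 and 3, and 47 without 93-11 5 µg replicate 4.

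**Figure D3:**
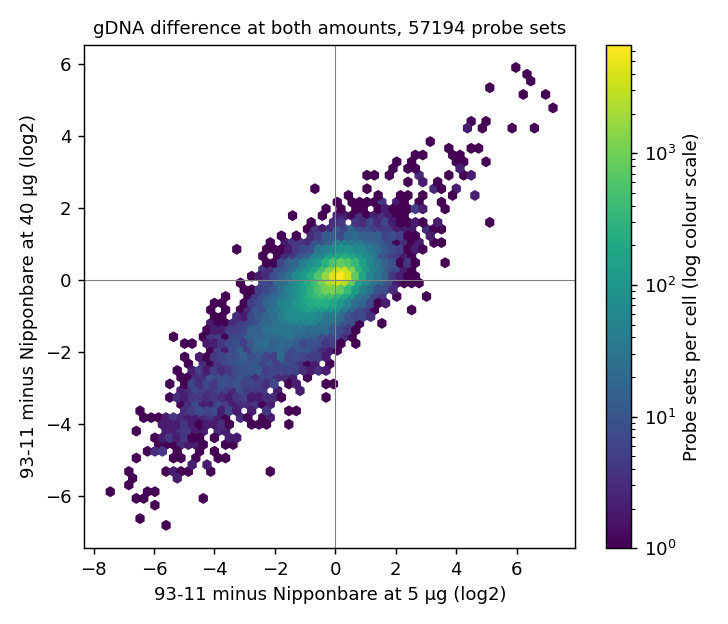
Log2 difference of 93-11 minus Nipponbare in gDNA at 5 µg (horizontal) and at 40 µg (vertical) for 57194 probe sets, as the number of probe sets per hexagon on a log colour scale. The cloud stretches along the diagonal into the lower left, and the Pearson correlation across probe sets was 0.736.

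Calls in gDNA at 5 µg were set against those in shoots because a probe that binds the DNA of 93-11 poorly can read its transcript as low. Both were lower in 93-11 for 911 probe sets, against 333.3 for independent calls (odds ratio 3.90, Fisher's exact p = 2.19e-192), among them LOC4326061, LOC4333427, OsC3H40, AldC-1, GRXS1, BGLU19 and MADS20. Both were higher for 328 (177.8 by chance, odds ratio 2.16), while 79 were lower in gDNA and higher in shoots (390.9 by chance, odds ratio 0.172). The 138 that were higher in gDNA and lower in shoots, APX5 and LOC4340549 among them, were close to the 151.6 of chance (Fisher's exact p = 0.257). In the tercile of probe sets with the highest shoot values, 213 of 318 lower in gDNA were lower in shoots (67.0%, odds ratio 10.1). Of the 4471 probe sets lower by at least 2-fold in shoots, 19.4% were lower in gDNA at 5 µg, against 5.29% of all probe sets. The shoot differences of BURP17 (adjusted p = 0.0767 at 5 µg), OsTIFY11a and Cht4 (adjusted p = 0.0547) came without a gDNA call at 5 µg. At 40 µg BURP17 (adjusted p = 0.00102) and Cht4 (adjusted p = 0.0213) were called lower, the latter with all arrays of both cultivars at background and not in each fit with an array left out (adjusted p up to 0.0751). Without 93-11 5 µg replicate 2 the number higher in both fell to 214, without normalization to 73, and among probe sets above the median mean value 221 were lower in both.

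In the order of measured genes, those lower in 93-11 gDNA lay next to each other more often than chance allows. Genes that were not measured can lie between such neighbours. Of 491 genes lower at 5 µg, 100 pairs were neighbours in the gene order, against 13.4 on average when calls were permuted over 17903 genes (permutation p = 1e-05, the smallest these permutations can give), and the 433 genes higher made 14 pairs against 10.5 (permutation p = 0.2). At 40 µg the pairs numbered 98 for genes lower and 10 for genes higher, against 14.3 and 1.74 (permutation p = 1e-05 each). The longest run, of 6 genes, held LOC4341377, LOC4341378, LOC4341379, LOC4341380, LOC4341383 and LOC4341387. A run of 5 held LOC4328397, LOC4328398, LOC4328399, LOC9266559 and LOC4328400, and runs of 4 held LOC4339505 to LOC4339508 and CRK10 with LOC4343503, LOC4343504 and LOC4343505. LOC4326058, LOC4326061 and LOC4326064 formed a run of 3. In shoots LOC4326058, LOC4326061, LOC4341377 and LOC4339507 were among the largest falls of all named genes. In all 20 runs of at least 3 genes held 69 genes lower in 93-11, and 1 run of 3, LOC4340211 to LOC4340213, was higher, at log2 differences of 1.47, 2.44 and 1.48. The order of genes is that of the reference table and its positions are not printed, because its assembly is not the genome in which the study searched the probes.

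**Figure D4:**
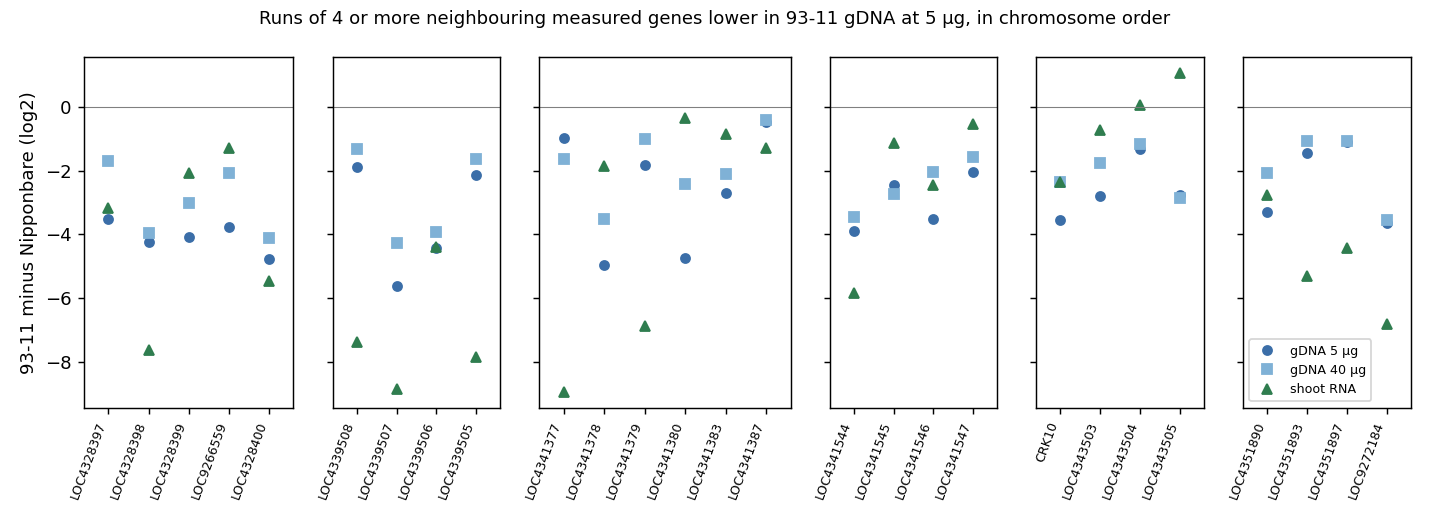
Log2 difference of 93-11 minus Nipponbare for the genes of the 6 runs of at least 4 neighbouring measured genes that were lower in 93-11 gDNA at 5 µg, with gDNA at 5 µg as circles, gDNA at 40 µg as squares and shoot RNA as triangles. All circles and squares lie below 0. Many of these values lie near background, where the size of a difference is uncertain. The shoot values of LOC4343504 and LOC4343505 lie above 0 but were not called.

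The comparison of 40 µg with 5 µg asked how the amount of product changes the signal. Most 40 µg arrays, and all of those of 93-11, belong to a later block of sample records than the 5 µg arrays. If the blocks were also hybridized apart, which is not known here, amount and batch cannot be told apart. The interaction of cultivar and amount shares this limit. Before scaling, the median rise over probe sets was 9.69-fold in Nipponbare and 10.2-fold in 93-11. Relative to the median of each array, LOC4327106 was higher at 40 µg, 16.5-fold in Nipponbare and 23.4-fold in 93-11, with 3 of 4 arrays at background at 5 µg in each cultivar (adjusted p = 0.000126 and 0.000164), or 13.7-fold and 12.3-fold with those raised to background. LOC4351913 was 5.66-fold and 5.46-fold higher and LOC4337814 4.43-fold and 5.29-fold higher. The bright LOC4331443 was 8.84-fold and 8.81-fold lower (14.02 ± 0.20 to 10.87 ± 0.35 in Nipponbare, n = 4, adjusted p = 0.000115 and 1.1e-06), LOC4340940 5.39-fold and 5.38-fold, LOC4324621 4.24-fold and 4.28-fold and LOC4329011 3.99-fold and 4.05-fold. In Nipponbare LOC4341407, LOC4336747 and LOC4349952 were also named, and in 93-11 RAG2, LOC4333690 and LOC4328788. Without normalization these genes named as lower at 40 µg had higher values there, by 0.16 for LOC4331443 in Nipponbare, since each array as a whole was brighter. With quantile normalization LOC4329011 had log2 differences of 0.04 and 0.13 and LOC4324621 of 0.01 in 93-11, and LOC4324621 (adjusted p = 0.672) and LOC4349952 (adjusted p = 0.687) in Nipponbare and LOC4340940 in 93-11 (adjusted p = 0.0963) were not called.

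In Nipponbare 4837 probe sets were lower and 2809 higher at 40 µg relative to the array median, with 19.2% not overlapping (2.86% by chance), and in 93-11 8614 and 5494 with 27.5%. Both cultivars shared 3338 lower (728.5 by chance) and 1718 higher (269.8 by chance), with 15 and 6 in opposite directions. Scaling moved the Nipponbare split to 3545 lower and 3327 higher with quantile normalization and to 1 and 56941 without normalization, which moved the median of all probe sets by 3.31 (3.37 in 93-11, with 0 and 56976). An offset of 16 gave 9931 and 4264 in Nipponbare and moved the median in 93-11 by -0.10. The Nipponbare counts changed to 2833 and 984 without 40 µg replicate 1, 2771 and 1113 without 40 µg replicate 3, 2928 and 1608 without 5 µg replicate 2 and 3126 and 1711 without 5 µg replicate 3. In 93-11 the number higher was 2898, 3049 and 3416 without 40 µg replicates 1, 3 and 4.

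The spread of values over probe sets, as the SD of log2 values per array, was 1.53 ± 0.08 at 5 µg and 1.44 ± 0.06 at 40 µg in Nipponbare (SD, n = 4, exact permutation p = 0.114, adjusted 0.143). In 93-11 it stood at 1.68 ± 0.04 (SD, n = 4) at 5 µg and differed by -0.18 at 40 µg (exact permutation p = 0.0286, the smallest that 70 splits allow, adjusted 0.0715). At 5 µg the cultivars differed by 0.15 (exact permutation p = 0.0286, adjusted 0.0715), at 40 µg by 0.06 (exact permutation p = 0.114, adjusted 0.143), and in shoots by -0.02 (exact permutation p = 0.579). With an offset of 16 before log2 the differences between amounts turned to 0.29 in each cultivar (adjusted p = 0.0714 each). Without Nipponbare 40 µg replicate 2 the cultivar difference at 40 µg was 0.09 and passed (adjusted p = 0.0476). All tests were two-sided. The mean SD between replicates was 0.39 and 0.42 in Nipponbare and 93-11 at 5 µg, 0.32 and 0.30 at 40 µg and 0.68 and 0.71 in shoots.

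Control probe sets for spikes, rice RNAs and Magnaporthe genes were compared with 60 two-sided exact permutation tests on values without scaling. None passed (lowest adjusted p 0.935), but with 4 or 5 arrays per group no single control can pass an adjustment over so many tests. Only the Magnaporthe genes at 5 µg reached the smallest p possible there (2.44 ± 0.12 in Nipponbare and 2.11 ± 0.16 in 93-11, SD, n = 4, exact permutation p = 0.0286). With arrays shifted to a common median, BioC (0.34), Cre (0.29), ubiquitin (0.47), cyclophilin (0.97) and EF-1a (0.85) had higher values in 93-11 shoots without passing after adjustment (exact permutation p = 0.00794 each, the smallest possible with 5 arrays per group, adjusted p = 0.0953). The spike Cre stood at 13.26 and 13.09 and BioB at 7.92 and 7.72 in Nipponbare and 93-11 shoots. The mean of the rice 18S ribosomal RNA probe sets stood at 3.91 and 3.82 in shoots, 11.73 and 11.39 in gDNA at 5 µg and 13.08 and 12.94 at 40 µg. The difference between the 3' and 5' probe sets of rice actin was 1.69 and 1.56 in shoots, 1.93 and 2.28 in gDNA at 5 µg and 1.89 and 1.63 at 40 µg. That of rice ubiquitin at 5 µg was -0.59 in Nipponbare and -1.44 in 93-11 and at 40 µg -0.30 and -0.81 (exact permutation p = 0.0286 each, the smallest possible with 4 arrays per group, adjusted 0.507 over 48 such tests). The sign of 25 of the 60 control differences changed with the scaling.

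Probe sets whose identifiers start with OsAffx were lower in 93-11 gDNA at 5 µg in 6.62% of cases, against 4.23% of the other probe sets (odds ratio 1.61, Fisher's exact test, adjusted p = 6.03e-36), and higher in 2.01% against 2.73% (odds ratio 0.733). In shoots they were called less often in either direction, lower in 3.88% against 16.7% (odds ratio 0.201) and higher in 6.29% against 18.2% (odds ratio 0.301). Of 3444 genes with several probe sets, 98 had probe sets called in opposite directions in shoots and 6 in gDNA at each amount.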

Values the study reported

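The study reported 430,979 unique probes in 51,477 probe sets, of which 69,255 were probes with a single feature polymorphism (SFP) between the cultivars. At 5 µg the study reported 35,247 called SFPs with 26,936 true ones, a sensitivity of 38.89% and a false positive rate of 23.58%. At 40 µg the study reported 28,826 called SFPs with 22,030 true ones. With shoot transcripts the study reported 12,620 probe sets above a log10 level of 2.5, in which 4,324 SFPs were called and 3,393 of 6,657 SFP probes were correctly called (51.0%). These are counts of probes, except for the 51,477 and the 12,620, which count probe sets.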

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

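The test of scaling between arrays was chosen after its result was seen, as was that of genes with opposite probe sets. Arrays far from the rest of their group are given with the ratio of their gap to the group's range, which passed Dixon's 95% limit in 26 of 397 groups, while chance marks about 1 in 20.

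Probe sets at least 2-fold apart in gDNA at 5 µg were mostly lower in 93-11. Scaling was argued against, since the share lower was 93.12% without normalization, 85.91% with a common median and 81.83% with quantile normalization, its lowest. Dim probe sets near background were argued against as the whole cause, since above the median mean value the share was 69.27%, although called probe sets of any size were 1070 lower and 1131 higher there. Probe targets that differ in or are absent from 93-11 stay open as a hypothesis: in the tercile with the highest shoot values, the 203 probe sets lower by at least 2-fold in gDNA had a median shoot difference of -1.986 against 0.1173 for all others, a distance of -2.103. The sequence of 93-11 was not compared here. The study did search that genome for the probe targets, and most single probes it called at 5 µg had targets that differ. For its false calls in gDNA it proposed differences in amplification. Those are counts of probes, and their relation to the probe sets here was not tested.

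Probe sets lower in 93-11 gDNA were also more often lower in its shoots. Dim shoot signal was argued against as the whole cause, since the odds ratio was 10.06 in the tercile with the highest shoot values. The terciles were cut by shoot value only, so dim gDNA signal was not tested. Targets that differ from the probes stay open. In the tercile with the highest shoot values, the odds ratio of lower gDNA with higher shoot values was 0.2817. This gives no separate support, since a probe set called lower in shoots cannot be called higher. Of the 318 lower in gDNA there, 213 were called lower in shoots. In genes with opposite probe sets, 22 of 113 lower in shoots were lower in gDNA at 5 µg and 0 of 111 higher ones (Fisher's exact p = 1.56e-07). A true difference in transcripts of these genes was not tested apart from this and stays open.

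Genes lower in 93-11 gDNA lay next to each other in the order of measured genes. Probe sets marked by their suffix as matching several transcripts were argued against as the whole cause, since without the _s_at and _x_at suffixes the pairs were 6.824 times the permuted mean. Suffixes do not mark every such match, as the study found multiple genome hits for many probes. Matches of the remaining probe sets to several sites therefore stay open. On the separate 40 µg arrays both genes were lower in 71% of the pairs at 5 µg. Of all genes lower at 5 µg, members of pairs included, 69.45% were lower at 40 µg. These shares are unlike, since a pair counts only if both of its genes repeat. Any reproducible cause acting on neighbours would give such a repeat. Stretches absent from or altered in 93-11 therefore stay open without a test that speaks for them in particular.

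Other splits of the arrays were counted against the real one in each fit. Each other split mixes the real groups, so a real difference widens the spread within its groups and lowers its count. Low counts in the other splits therefore measure chance only in part. The real split alone gave so large a count, 1 of 100 drawn splits in shoots (13679 against at most 34 in the others) and 1 of 100 for the interaction (48 against 2). It was 1 of 35 splits at 5 µg (4405 against 0), 1 of 35 at 40 µg (3630 against 0), 1 of 35 for amount in Nipponbare (7646 against 0) and 1 of 35 in 93-11 (14108 against 0). At 40 µg the replicate numbers pair the arrays, and the 8 splits that part all pairs are too few for a share under 5% (3630 against 0). If the numbers pair the shoot arrays too, the 15 evaluated splits that part all pairs are also too few (13679 against 0). For the interaction, which includes the 40 µg arrays, splits that part all pairs were not counted apart. The cultivar difference in gDNA differed between the amounts in 48 probe sets by a test of the interaction.

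Nipponbare replicate 4 at 5 µg had the lowest median intensity of its group (51.1 against 83.32 to 88.78, ratio 0.855) and the lowest log2 values of 18S rRNA (0.933), 28S rRNA (0.902) and ubiquitin (0.861). In 93-11 at 5 µg replicate 1 was highest for 25S rRNA (0.85), GAPDH (0.916) and Phe (0.847). At 40 µg BioB was highest in Nipponbare replicate 4 (0.857) and ubiquitin in 93-11 replicate 2 (0.843).

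Among named genes in shoots, an array stood apart for OsTIFY11a (Nipponbare replicate 5 at 11.2 against 12.56 to 12.91, ratio 0.798), LOC4327118 (Nipponbare replicate 2, 0.843), LOC4342716 (Nipponbare replicate 4, 0.831), LOC4326061 (93-11 replicate 2, 0.804), LOC4349197 (93-11 replicate 1, 0.71) and LOC4326922 (93-11 replicate 1, 0.916). At 5 µg it did for OsC3H27 (0.885) and LOC4333427 (0.931) in Nipponbare replicate 1, and in 93-11 for LOC9268613 (replicate 3, 0.904), bip104 (replicate 1, 0.832) and EIN2 (replicate 2, 0.922). At 40 µg it did for LOC4326073 (0.838) and LOC4326086 (0.869) in Nipponbare replicate 4, LOC4340549 (0.907) and MAKIBA3 (0.943) in Nipponbare replicate 2, HSP81-3 in Nipponbare replicate 1 (0.892) and LOC4339505 in 93-11 replicate 3 (0.871).

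The single 1 µg array, used in no comparison, had 59.04% of probe sets above its reporter background.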

How the results depend on the processing

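Settings without normalization were chosen after the data were seen. Over all settings 454 counts and other main values were labelled the same, 89 were labelled moved and 1 came to pass its test. A count was the same if it changed by at most 1.5 times. A tested value was the same if it kept its sign and its call, whatever its size. It moved if its sign turned while neither value was called. Of values for named genes 2186 kept their call, 146 lost it and 13 changed direction. Except where the setting itself shows it (fewer probe sets or arrays, no scaling), the cause was not tested. Signal over background limits the size of differences, since 49.6% to 72.3% of probe sets on average lay above background. Quantile normalization fixes the spread per array and gives no value for it.

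Without normalization the numbers higher were 1374 in shoots, 199 at 5 µg, 202 at 40 µg, 56941 (lower 1) for amount in Nipponbare and 56976 (lower 0) in 93-11, with 0 lower and 8 higher for the interaction, 127 higher at both amounts, 73 higher in gDNA and shoots, and 1 list lower in shoots. Above the median mean value, 1070 were lower at 5 µg, 1029 at 40 µg, 565 at both, 221 in gDNA and shoots, and 8 were higher for the interaction, 1829 for amount in Nipponbare and 3058 in 93-11. With an offset of 16, amount in Nipponbare gave 9931 lower and 4264 higher, in 93-11 14176 lower, the interaction 101 and 18, and 1 list was lower in shoots. Quantile normalization gave 6 and 10 for the interaction, and a common median 1 list higher in shoots. Array weights gave 32 and 78 for the interaction and 8351 and 5950 for amount in Nipponbare. eBayes without trend gave 703 higher at 5 µg, and a spread shared by all gDNA arrays 2683. The log10 level of 2.5 left 1688 lower and 3081 higher in shoots. For the interaction, lower and higher give the sign of the 40 µg difference minus the 5 µg difference, here and below.

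The tests of the study's methods gave other counts. Its test by analysis of variance, unadjusted, called 5179 lower and 5748 higher at 5 µg, 5020 and 4146 at 40 µg, 8613 and 6685 for amount in Nipponbare and 8576 higher in 93-11. With Benjamini-Hochberg adjustment it called 1778 and 780 at 5 µg, 1857 lower at 40 µg, 2446 and 1377 for amount in Nipponbare and 5509 and 3430 in 93-11. SAM, on values without normalization and at the delta the study set for single probes, called nearly all probe sets below the middle rank as lower (28587 and 275 higher at 5 µg, 28596 and 252 at 40 µg). These counts follow from where that delta falls and measure no difference.

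Directions changed for some values. With an offset of 16 the spread differed between amounts by 0.2874 in Nipponbare and 0.293 in 93-11, where it was -0.09 and -0.18 as reported, neither passing its test. Above the median mean value the log2 odds ratio of being lower became 0.1149, -0.03179 and -0.1861 in shoots for the _at, _s_at and _x_at classes, -0.2978, 0.005525 and 0.5834 at 5 µg, and -0.0472 (_at) and 0.2935 (_x_at) at 40 µg. Without normalization the log2 difference between amounts in Nipponbare became 0.1581 for LOC4331443, 0.872 for LOC4340940, 1.218 for LOC4324621, 1.307 for LOC4329011 and 1.405 for LOC4349952. In 93-11 it became 0.2298, 0.941, 1.27 and 1.35 for the first 4 and 1.438 for LOC4328788. With quantile normalization it became 0.0382 for LOC4329011 in Nipponbare, and 0.007796 for LOC4324621 and 0.1259 for LOC4329011 in 93-11.

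Leaving out each array in turn gave 5598 to 6147 lower and 6355 to 7099 higher in shoots, 2272 to 3075 and 802 to 1667 at 5 µg, 2231 to 2576 and 534 to 809 at 40 µg, 8 to 26 and 13 to 47 for the interaction, 2771 to 5560 and 984 to 3737 for amount in Nipponbare and 6053 to 9860 and 2898 to 6838 in 93-11. Lower at both amounts were 1727 to 1997 and higher 331 to 451, and in gDNA and shoots 730 to 901 and 214 to 385. The spread differed by -0.1336 to -0.0721 between amounts in Nipponbare, by -0.1949 to -0.1623 in 93-11, and between cultivars by 0.1065 to 0.1648 at 5 µg, 0.04145 to 0.08968 at 40 µg and -0.04517 to 0.0007878 in shoots. No control group was called, 1 to 5 lists were lower in shoots and none higher, and the log2 odds ratio of OsAffx probe sets ran from -2.426 to -2.231 in shoots, 0.5952 to 0.827 at 5 µg and 0.5001 to 0.6088 at 40 µg.

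With the replicate number as a block, 7095 were lower and 8724 higher in shoots, 3038 and 1447 at 5 µg, 3082 and 960 at 40 µg, 16 and 22 for the interaction, 4509 and 2419 for amount in Nipponbare and 8526 and 5162 in 93-11. Same-numbered shoot arrays correlated at 0.0245 to 0.101, each best with its own number, so a weak pairing in shoots stays open. Those at 5 µg correlated at 0.0136 to 0.0443 and those of the amounts at -0.179 to 0.0902, without a clear sign of pairing. The block ended the calls of chitinases (adjusted p = 0.0517) and CSLC3 in shoots, CC-1, CYP99A2, OsETTIN2 and CPK21 at 5 µg, and OsPIP2;4 (adjusted p = 0.0567), HAK22 (adjusted p = 0.0682) and the _x_at class (adjusted p = 0.0608) at 40 µg, made the _x_at class pass in shoots and changed no other call of a named gene, list or class.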

Other observations

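Genes of cultivar differences in shoots without a gDNA call included METK3, NSHB1, NSHB2, OsWOX11 and BHLH172 on the higher side and OsTIFY11a and HSP18.1 on the lower side. OsTIFY11a had a gDNA difference of -0.05 at 5 µg, METK3 of 0.18 and NSHB2 of -0.06. OsPP2C62, by contrast, was called higher in gDNA at both amounts, and OsC3H40 and AldC-1 lower at both.

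The Nipponbare array at 1 µg had a median intensity of 19.1, where the 5 µg and 40 µg arrays of that cultivar had 77.2 and 765.6 on average. Its log2 values correlated with their means at 0.861 and 0.804.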
